A study of Euphausia superba with 27 samples. Its data were reported in "Analysis of the circadian transcriptome of the Antarctic krill Euphausia superba" (2019).

How the data were processed

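Total RNA from the heads of Antarctic krill (Euphausia superba), including the brain and the compound eyes, was profiled on 27 single-colour (Cy3) arrays of the Krill 2.0 platform. The array carries 57358 probes, each for a different contig of a krill transcriptome assembly, and 1319 control spots. The animals were kept under 16 h of light and 8 h of darkness (LD 16:8), with lights on at 06:00 and off at 22:00. They were sampled every 3 h at 9 time points, with 3 replicate pools each. Time is given as Zeitgeber time (ZT), counted in hours from lights-on, so that lights-off falls at ZT16. Groups were taken from the sample labels and keep their names: LD06_1 (ZT0), LD09 (ZT3), LD12 (ZT6), LD15 (ZT9), LD18 (ZT12), LD21 (ZT15), LD24 (ZT18), LD03 (ZT21) and LD06_2 (ZT24). LD06_1 and LD06_2 are sets 1 and 2 of the 06:00 arrays. The labels number these sets, and set 1 was taken as the earlier. For LD09 replicate 3 the title and source name give 09:00, while another label field carries a 06:00 code, and the title was followed. Arrays in constant darkness were not analysed here.

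The deposited scanner tables hold spot intensity values made by the authors with Agilent Feature Extraction, version 10.7.3.1 per the file headers (the study's methods name another version). The processed intensity in them is background-subtracted and detrended within each array, and no scaling between arrays has been applied. The deposited matrix holds log2 values of the processed signal that the authors quantile-normalized between arrays, for 38028 probes. Its values rank exactly as the processed signal on every array (lowest Spearman rho per array 1.00). The study's methods state that spots with the flag gIsFound at 0 were set to missing and that probes missing on more than 26% of arrays were removed. The missing cells of the deposited matrix were checked against the flags of the scanner tables. They coincided with gIsPosAndSignif at 0 in all 1026756 cells (0 disagreements), whereas 127621 cells disagreed with gIsFound. The methods describe the flag they name as a test of a spot's intensity against its local background. That description matches gIsPosAndSignif, which marks a positive signal significantly above background, while gIsFound in Feature Extraction marks a spot located on the image.

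The main values used the flag that the methods name, read from the column of that name. log2 of the processed signal of the 57358 non-control probes was quantile-normalized between arrays (limma 3.58.1 in R 4.3.3), spots with gIsFound at 0 were set to missing, as were spots marked as non-uniform or population outliers, which the methods do not mention, and probes missing on more than 7 of 27 arrays (26%) were left out. This kept 31686 probes, 30149 of which are also in the deposited matrix. The choice of flag is therefore an alternative below.

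Rhythmic expression was tested with an umbrella rank test of the kind that RAIN uses, written here because that package was not installed. For each probe it compares ranks along a rise and a fall, for periods of 12, 15, 18, 21 and 24 h, every phase in steps of 3 h and peaks at 0.3 to 0.7 of the cycle, which makes 70 tests per probe. The largest standardised statistic was set against its null distribution from 1000000 random orderings of the arrays for each number of missing arrays, 1e-06 being the smallest p they can give. These permutation p-values were adjusted over probes by the Benjamini-Hochberg procedure, with 0.05 as the threshold. In a first run with 200000 draws (50000 for probes with missing arrays), a single probe could not have passed the adjustment whatever its values. The number of draws was raised after that run had given 0 rhythmic probes, and the first setting is kept as an alternative.

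Differences without a shape in time were tested with limma (lmFit and eBayes on all 27 arrays): a moderated F over the 9 time points, a contrast of dark (LD24 and LD03) against light (LD09, LD12, LD15, LD18 and LD21), and a contrast of 06:00 set 2 against set 1. All 36 pairs of time points were fitted with limma's equations written in Python. So were the cosine fit, the simulations, the reassigned arrays and almost all alternatives of these models. For the F these equations gave 3258 probes, against 3252 in limma. Adjusted p-values are Benjamini-Hochberg values of the p-values of these fits, with a threshold of 0.05. A total of 524 probes with a time point without any value were left out of these models, leaving 31162. Where a probe was well above background on none of the arrays of one side, only a bound is given. It is the mean of the brighter side over the dimmer side's mean of, per array, the higher of the probe's own value and the lowest value among probes well above background.

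A list of 16 contigs of energy and carbohydrate metabolism and a list of 7 contigs of clock and photoreception were fixed before the data were examined, as were the designs, the rule for named contigs and most alternatives. The 16 were chosen by the study on these same samples, so that results adjusted over the list alone are not independent evidence. The 7 were taken from contigs that the study listed as oscillating in constant darkness. The study also described genes of most of these names as oscillating in LD, so that results adjusted over this list alone are not independent evidence either. A further list of 802 annotated contigs oscillating in constant darkness was set against 10000 random lists matched on mean expression in 20 strata. It holds only part of the contigs that the study called in darkness, and the others can be drawn into the random lists. Besides the lists, at most 2 contigs per direction were to be named in each comparison. For rhythms these were the contigs with a 24 h period, an adjusted p under 0.05 in the umbrella test and in limma's F, a signal well above background on all arrays and the widest range of time-point means. For contrasts they were the contigs with the largest change that passed the threshold, were well above background on every array of the brighter side and had no overlap between the sides. The scanner tables identify probes by contig only, and gene names were taken from the lists.

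The alternatives were 75th percentile scaling, normexp background correction with an offset of 50, the deposited matrix, other treatments of flagged and dim spots, other periods, shapes and orders of the 06:00 sets, and a cosine fit of 24 h with limma's equations. The replicate number and the slide were each tried as a block, and each replicate and each array was left out in turn, without a block. The arrays lie on 4 slides of 5, 7, 8 and 7 arrays, scanned on 3 days. Each slide held at least 5 time points, so the slide can be separated from the time points in part. In the umbrella test the slide block subtracted from each probe its mean on each slide. Slide 1 held only ZT0 to ZT12 and slide 4 only ZT9 to ZT24, so this subtraction can also remove part of a true rhythm. Alternatives chosen after the data were seen were the gIsPosAndSignif flag, the deposited matrix with its own missing values, the best of the 70 tests without adjustment, adaptive Benjamini-Hochberg (ABH) values with no adjustment over probes, the smaller number of draws, array brightness as a covariate and a covariance taken per probe. The count of probes at an unadjusted p under 0.05 was added as a result after the count of rhythmic probes was seen.

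The umbrella test was tested on simulated data of 31686 probes with 200 rhythmic ones. At an amplitude of 2 within-group SD it recovered 73.5% of 24 h rhythms and from 72.0% to 90.0% over the 5 periods, and at 1 SD at most 0.5%. Among the recovered 24 h rhythms of 2 SD, 81.6% had the right period and 61.9% the right peak, and among those of 21 h 58.6% had the right period, so shares by period and peak are approximate. In data without rhythm it made 0 calls, and 5.02% of probes had an unadjusted p under 0.05. For a shift of 2 SD in the dark time points, the dark against light contrast recovered 65.0% and the F 24.5% of the 200 probes. A low count of calls therefore leaves room for rhythms of smaller amplitude. As for all arrays, their number limits the precision. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for the rank test and for the fits with limma's equations, and matplotlib 3.10.9 for the plots.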

Results

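Gene expression in krill heads was measured over a full LD 16:8 cycle, in 9 time points of 3 replicate pools each, to find out which contigs change with the time of day. Across the 27 arrays, 36598 to 39770 of the 57358 probes were found, 40057 to 44289 were positive and significant, and 28841 to 34299 were well above background. The median processed signal per array lay between 16.0 and 28.2 intensity units, with a median local background of 43 to 45. No spot was saturated (0 on every array), and from 0 to 7 spots per array were marked as non-uniform. Of the 308 negative-control spots, 8 to 21 per array were called positive and significant and 61 to 94 were called found. Among the 31162 probes in the limma models, the median moderated SD within a time point was 0.37 on the log2 scale. Among the 31686 probes kept, the median range of the 9 time-point means was 0.81.

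The first principal component was computed on the 21888 probes well above background on all arrays, whether or not they passed the filter on gIsFound. It held 35.2% of the variance. Time points accounted for 78.6% of its variance, replicate numbers for 4.45% and slides for 2.00%. Its sign is arbitrary, and its time-point means did not follow a single rise and fall. The mean score was 0.01 ± 0.19 (SD, n = 3) at ZT0, 0.25 ± 0.08 (n = 3) at ZT3, -0.14 ± 0.05 (n = 3) at ZT6, 0.18 ± 0.15 (n = 3) at ZT9 and 0.16 ± 0.13 (n = 3) at ZT12. It then was -0.31 ± 0.01 (n = 3) at ZT15, -0.13 ± 0.08 (n = 3) at ZT18, 0.05 ± 0.005 (n = 3) at ZT21 and -0.07 ± 0.12 (n = 3) at ZT24. The second component held 19.8% of the variance, of which replicate numbers accounted for 50.4%, time points for 35.3% and slides for 20.2%.

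**Figure D1:**
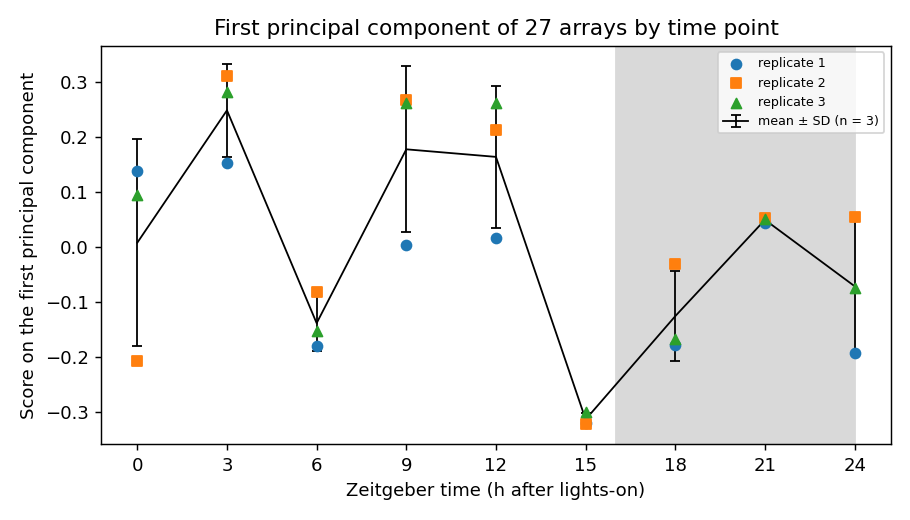
Scores of the 27 arrays on the first principal component (y axis, no unit) against Zeitgeber time in hours (x axis), with the mean ± SD of 3 arrays per time point as a black line and the dark phase shaded. The scores at ZT3, ZT9 and ZT12 lie above those at ZT15, with a dip at ZT6 between them.

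The main question was which contigs are expressed rhythmically in LD. The umbrella rank test called 1 of 31686 probes rhythmic at an adjusted p under 0.05. The highest count under any alternative was 21076 probes, when the best of the 70 tests of a probe was taken without adjusting for the choice. An ordinary alternative, the cosine fit of 24 h, called 16. With the replicate number as a block the count was 6, with 5192 probes at an unadjusted p under 0.05. With the slide as a block the count was 0, with 3335 probes at an unadjusted p under 0.05. That block subtracts slide means, which can remove part of a rhythm, since the slides cover different hours. Each of the 3 runs without a replicate number also gave 0 (1025 to 2532 at an unadjusted p under 0.05), and runs without a single array gave from 0 to 3, with 3 reached without LD15 replicate 2. At an unadjusted p under 0.05 there were 3722 probes (11.7%), against 1584 by chance. At an unadjusted p under 0.001 there were 143, against 31.7 by chance.

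The 1 rhythmic contig was N18394, a contig without a gene name in the lists used here, with a best period of 24 h and a peak at ZT18. Its permutation p was 1e-06, the smallest that the draws can give, and its adjusted p was 0.0317. It was well above background on all 27 arrays. Its log2 signal was 11.28 ± 0.62 (SD, n = 3) at ZT0, 9.98 ± 0.24 (n = 3) at ZT3 and 10.05 ± 0.14 (n = 3) at ZT6. It rose through 10.85 ± 0.46 (n = 3) at ZT9, 11.41 ± 0.37 (n = 3) at ZT12 and 11.77 ± 0.40 (n = 3) at ZT15 to 12.76 ± 0.13 (n = 3) at ZT18. It was 12.14 ± 0.34 (n = 3) at ZT21 and 11.63 ± 0.33 (n = 3) at ZT24. The range of these means was 2.77, and limma gave N18394 an adjusted p of 3.87e-05 in the F over time points. The cosine fit with limma's equations gave it an adjusted p of 4.13e-05. The call rests on the number of draws: with 200000 draws a single probe could not pass, and the count was 0.

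**Figure D2:**
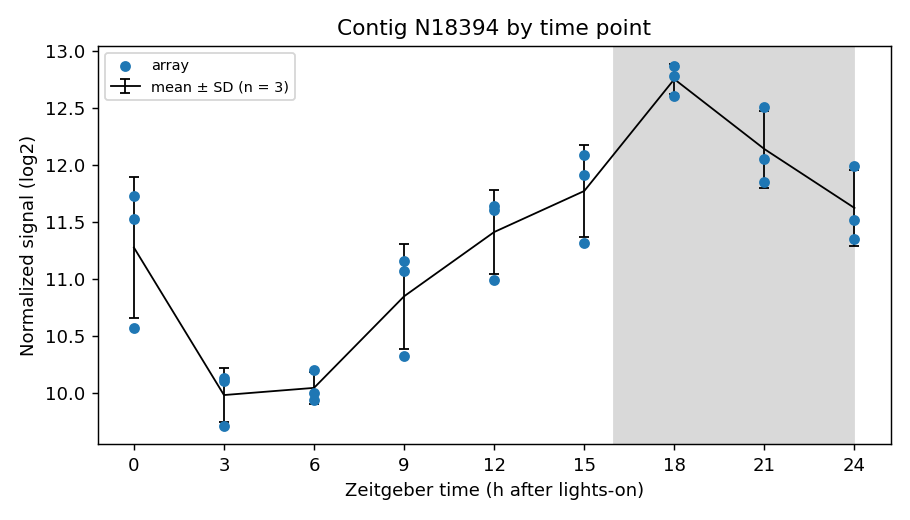
Normalized log2 signal of contig N18394 (y axis) against Zeitgeber time in hours (x axis), with points for single arrays, a black line for the mean ± SD of 3 arrays per time point and the dark phase shaded. The lowest mean is 9.98 at ZT3 and the highest 12.76 at ZT18.

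The share of rhythmic probes with a best period of 24 h was 100% and the share of these with a peak from ZT12 to ZT18 was 100%, but both rest on 1 probe. The wider set at an unadjusted p under 0.05, chosen after the count of rhythmic probes was seen, is described next, and all but 1 of its members did not pass the adjustment over probes. In it, 55.6% (2069 of 3722) had a best period of 24 h, 17% of 18 h, 11.6% of 12 h, 8.79% of 15 h and 7.09% of 21 h. Among all 31686 tested probes, whatever their p, 51.3% had a best period of 24 h. The share in the set was not stable: it was 44.4% with the slide as a block, 42.1% with the 06:00 sets exchanged, 41.1% without 06:00 set 2 and 48.5% with symmetric umbrellas only. It was 60.1% among probes well above background on all arrays, and 45.7% to 52.2% with a replicate number left out. Of the 2069 probes with a 24 h period, 49.3% (1021) peaked from ZT12 to ZT18. This share was 36.4% with the slide as a block, 43.0% under 75th percentile scaling, 54.2% with symmetric umbrellas only and 34.6% without replicate 1. Both shares with the slide as a block may have changed because slide means carry part of the time of day. Their most frequent peak was at ZT15 (30.1%), followed by ZT21 (19.5%), ZT18 (15.5%) and ZT3 (14.7%), while 3.82% peaked at ZT12.

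To see whether this number depended on the order of the time points, the order was shuffled with the 3 arrays of each time point kept together. Of 100 orders, the real one included, 73 gave at least 3722 probes at an unadjusted p under 0.05, and the 99 other orders gave 1929 to 8147 with a median of 4692. When arrays were reassigned to time points at random, 4 of 100 assignments gave as many, and the 99 others gave 466 to 5071 with a median of 1350.

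**Figure D3:**
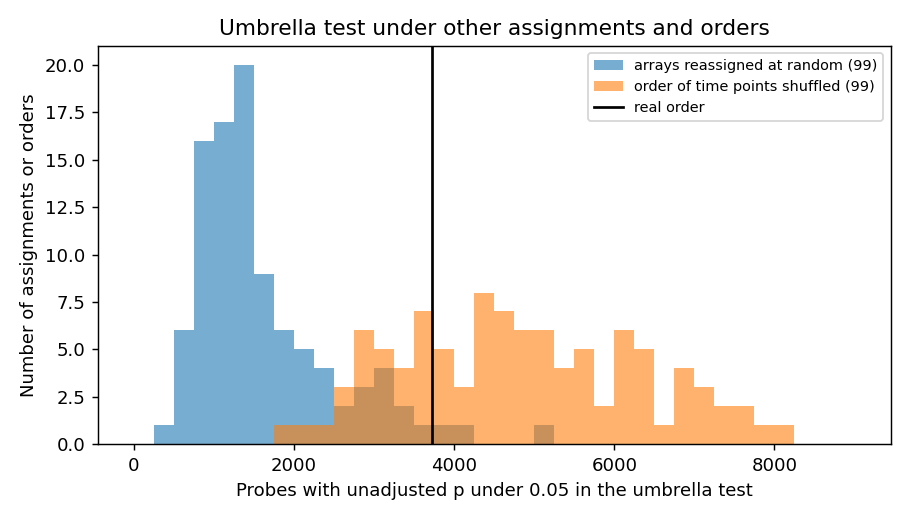
Histogram of the number of probes with an unadjusted p under 0.05 in the umbrella test (x axis) over 99 random assignments of arrays and 99 shuffled orders of time points (y axis, number of assignments or orders), with a line at the real order. The line at 3722 lies above most random assignments (median 1350) and below the median of the shuffled orders (4692).

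Whether time points differed at all, with no shape in time, was tested with limma's moderated F. It called 3252 of 31162 probes (10.4%). The alternative with the largest change by ratio left out replicate 3, with 45 probes, against 1923 without replicate 1 and 2138 without replicate 2. With the slide as a block it was 3902, and with the replicate number as a block 6726. Of the 3252 probes, 1389 had an unadjusted p under 0.05 in the umbrella test and 1863 did not.

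The dark time points (LD24 and LD03) were compared with the light time points (LD09, LD12, LD15, LD18 and LD21) to find contigs that follow the light. limma called 401 probes, 300 higher and 101 lower in the dark. The alternative with the largest change by ratio left out replicate 3, with 2 probes, against 400 without replicate 1 and 325 without replicate 2. Without LD24 replicate 3 the count was 125, and without LD18 replicate 1 it was 682. With the slide as a block it was 822, of which 487 were higher and 335 lower. With the replicate number as a block it was 915, of which 626 were higher and 289 lower. The largest rise among contigs meeting the naming rule was in M28143, with 10.97 ± 0.87 (SD, n = 6) in the dark and 7.31 ± 0.91 (n = 15) in the light, a limma difference of 3.66 (adjusted p = 0.000277). N7085 rose by 2.91 (limma adjusted p = 0.0162), from 6.24 ± 1.41 (n = 15) in the light to 9.15 ± 0.70 (n = 6) in the dark, and was well above background on 14 of the 15 light arrays. M21474 fell by 2.65 (limma adjusted p = 0.00532), from 10.39 ± 0.89 (n = 15) in the light to 7.74 ± 1.01 (n = 6) in the dark. M90892 fell by 2.59 in limma's estimate (adjusted p = 0.00142), with 8.24 ± 0.98 (n = 15) in the light and 5.53 ± 0.90 (n = 5) in the dark, where it was well above background on 5 of 6 arrays. For each of these contigs, every measured dark array lay on the same side of every light array.

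The sets of arrays at 06:00 lie 24 h apart, and a rhythm of 24 h predicts no difference between them. limma called 43 probes, 15 higher and 28 lower in set 2. This count went both ways: it was 524 without replicate 2, 8 without replicate 1 and 0 without replicate 3. Without LD06_1 replicate 2 alone it was 324. When flagged spots were kept as measured it was 0, and among probes well above background on all arrays it was 2. With the slide as a block it was 42, and with the replicate number as a block 73. M59149 was at least 101-fold higher in set 2, at 10.64 ± 1.51 (SD, n = 3), and was not well above background on any array of set 1 (limma adjusted p = 0.0483). M30963 was at least 28.4-fold higher in set 2 (8.81 ± 1.46, n = 3; limma adjusted p = 0.00437) and M86406 at least 47.7-fold lower (9.30 ± 1.84 in set 1, n = 3; limma adjusted p = 0.000591), each not well above background on the dimmer side. In set 1, spots were found on 2 arrays for M59149 and on 1 array for M30963, so these tests rest on few values. M8331 fell by 2.20 from 10.63 ± 0.15 (n = 3) to 8.42 ± 0.21 (n = 3; limma adjusted p = 0.0360).

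Over all 36 pairs of time points, the fit with limma's equations called 23307 probe differences in total, and 15322 when each pair was fitted on its 6 arrays alone. The most probes differed between LD09 and LD21 (4920) and the fewest between LD18 and LD03 (12), with a median of 203.5 per pair. The 06:00 pair had 43, and 27 of the other pairs had more. The number of probes did not rise steadily with the hours between time points. The median per pair was 420 at 3 h apart, 529 at 6 h, 122.5 at 9 h, 72 at 12 h and 724.5 at 15 h.

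**Figure D4:**
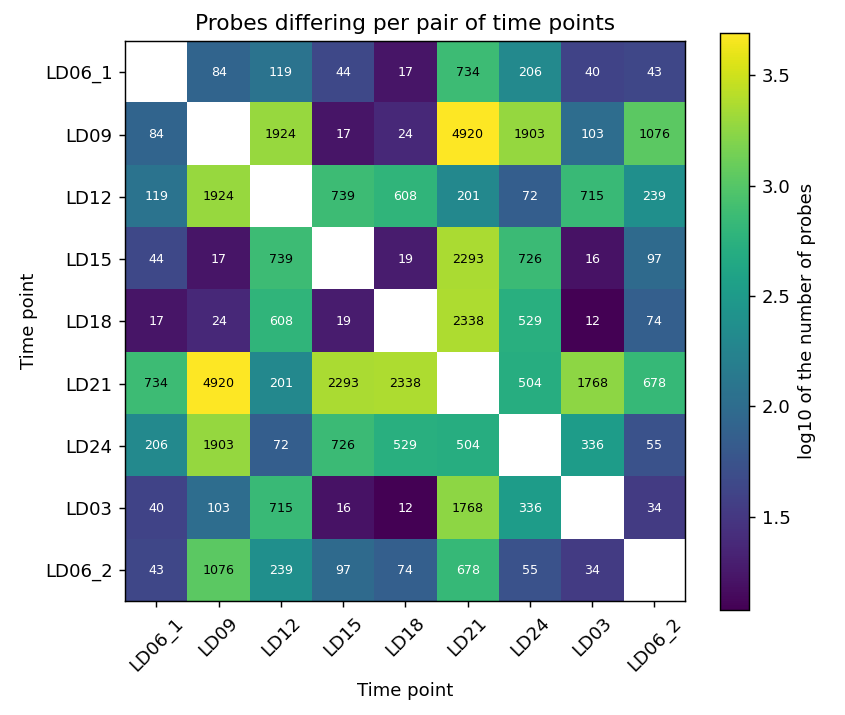
Number of probes that differed in the fit with limma's equations between each pair of the 9 time points (both axes), printed in each cell and coloured on a log10 scale. LD21 stands apart from LD09 (4920 probes), LD18 (2338) and LD15 (2293), while LD18 and LD03 differ in 12.

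Contigs of energy and carbohydrate metabolism were examined because the study followed them through the day. Of the 16, 12 passed the filter, and acetyl-CoA carboxylase (N29097), glycogen debranching enzyme (M17951), phosphofructokinase (N21844) and glycogen phosphorylase (M105964) did not. The umbrella test called 0 of the 12 rhythmic over all probes and 0 adjusted over the list alone, with 4 at an unadjusted p under 0.05 and a lowest adjusted p of 0.305 for glycogen branching enzyme (M8882). The cosine fit also called 0. limma's F called 3 over all probes, which were chitin synthase (N19106), glycogen synthase (M2029) and phosphoenolpyruvate carboxykinase (N18402), and 6 adjusted over the list alone. The ranges of time-point means in this list went from 0.70 to 1.78 on the log2 scale.

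All 7 contigs of clock and photoreception were tested. The umbrella test called 0 rhythmic over all probes and 1 adjusted over the list alone, which is not independent evidence, with 2 at an unadjusted p under 0.05. The 1 was arrestin (M5422), with a best period of 12 h, a peak at ZT9, a permutation p of 0.000703, an adjusted p of 0.194 over all probes and of 0.00492 over the list alone, and a range of means of 1.80. Its limma F had an adjusted p of 0.00588. The list-alone call was absent (0) under normexp background correction, with 24 h as the only period, in the cosine fit and without replicate 1 or replicate 2. limma's F also called 6-4 photolyase (M12331) and an arrestin homolog (N19969), which made 3 over all probes and 4 adjusted over the list alone. Casein kinase 1 epsilon, opsin and both contigs of pigment-dispersing hormone 3 were called by neither test over all probes.

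Of 802 annotated contigs listed as oscillating in constant darkness, 634 were tested in LD and 1 (0.158%), N18394, was rhythmic. At an unadjusted p under 0.05 there were 77 (12.1%). Random lists matched on mean expression had a median of 11.8%, with 95% of the 10000 lists between 9.46% and 14.4%, so the share of the list lay inside their range. Other contigs oscillating in constant darkness can be among the random lists, which lessens any difference.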

Values the study reported

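RAIN calls in LD numbered 8953 in the study (Benjamini-Hochberg adjusted p under 0.05), out of 38028 genes kept. A period near 24 h was given for 4624 of the calls (52%). Among these 24 h calls, the share peaking at ZT12 to ZT18 was 63.4%.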

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

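The test in this part was chosen after the result was seen. Of 25672 probes left out because of gIsFound, 7879 were within the same limit of missing arrays by gIsPosAndSignif, and they make up the part of the deposited matrix that gIsFound excludes. They stand out as a signal in spots that no main test above uses. The principal components did use the probes left out that were well above background on all arrays. A total of 3297 of the probes left out were positive and significant on all 27 arrays, and 1000 were well above background on all. Background noise was weighed first. On each array, 39.3% to 53.2% of the probes left out were positive and significant, against 2.60% to 6.82% of the negative-control spots, and the share was above that of the negative controls on 27 of 27 arrays. That argues against background noise as the whole source. Among the 7879 probes, limma's F called 416 as differing between time points under the gIsPosAndSignif flags. gIsFound itself was 1 on 19.8% to 30.5% of the negative-control spots per array, so it lets through more control spots than gIsPosAndSignif does. A candidate explanation is that gIsFound follows where a spot was located and not only how bright it was, and that it removes some measurable probes. The flag does go with brightness in part. Of the 21888 probes well above background on all arrays, it left out only 1000. Spots off their grid position or cross-hybridisation were not tested, and no biological explanation was tested for these probes.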

How the results depend on the processing

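The flag gIsPosAndSignif, the deposited matrix with its own missing values, the best of 70 tests, ABH values without adjustment over probes, fewer draws, array brightness, the covariance per probe and every alternative of the count at an unadjusted p were chosen after the data were seen. The cause of each change below was not tested unless stated.

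The count of rhythmic probes (1) was the same under 8 of 20 alternatives. It was 0 under 75th percentile scaling, without a filter on dim probes, with the 06:00 sets exchanged, with the slide as a block, with ABH values over the tests of a probe and with fewer draws. For fewer draws the cause is the smallest p they can give. Without a filter, where 57358 probes are tested, a single probe could not pass even at the smallest p of 1e-06, so that 0 says nothing about the call. With the slide as a block, subtracting slide means can remove part of a rhythm, so that 0 is no clear evidence against the call. It was 2 under normexp, 4 with 24 h as the only period and 16 in the cosine fit. Without adjustment over probes ABH called 2064, and without adjustment among the 70 tests 21076 probes were called, both by construction. Leaving out arrays or replicates gave 0 to 3. The shares at 24 h and at ZT12 to ZT18 (100%, 1 probe) fell to as little as 50% and 47.7%, within what 1 probe allows. In the set at an unadjusted p under 0.05, the share at 24 h (55.6%) ranged from 41.1% to 60.1% over the 17 alternatives with a value, and that at ZT12 to ZT18 (49.3%) from 36.4% to 54.2%. The count at an unadjusted p under 0.05 (3722) was 5671 without a filter on dim probes, where more probes are tested, 2064 with ABH and 24480 for the best of 70. It ranged from 1025 without replicate 3 to 3990 without LD12 replicate 3.

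The limma F (3252) was within 1.5 times under 12 of 13 alternatives. Over replicates and arrays left out it ranged from 45 without replicate 3 to 3844 without LD06_1 replicate 2. Without LD09 replicate 3, the array with a 06:00 code in a label field, it was 2234. Dark against light (401) was 949 without a filter, 822 with the slide as a block, 611 on only the arrays compared, 166 with the 06:00 sets as light and 679 with them as dark. The slide block moved its share of higher calls from 74.8% to 59.2%. It ranged from 2 without replicate 3 to 682 without LD18 replicate 1.

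Set 2 against set 1 at 06:00 (43) was 28 under normexp, 23 with the deposited matrix and the same flags, 0 with flagged spots kept, 10 without a filter, 2 on probes well above background on all arrays, 24 with the gIsPosAndSignif flags, 24 with the deposited matrix as it is and 6 on the 6 arrays alone. Its split of 15 higher and 28 lower became 7 and 24 under 75th percentile scaling and 5 and 23 under normexp. It was more even, at 11 and 13, with the gIsPosAndSignif flags and with the deposited matrix as it is. On the 6 arrays alone it was 3 and 3, so the excess of lower probes was not stable. The count of this comparison went both ways with replicates left out. It ranged from 0 without replicate 3 to 524 without replicate 2. The pairwise total (23307) was 15322 on each pair's 6 arrays alone.

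For the metabolism list, the count adjusted over the list alone (0) was 2 without a filter, 2 with the gIsPosAndSignif flags, 2 with the deposited matrix, 1 with 24 h as the only period and 1 without 06:00 set 2. For clock and photoreception, that count (1) was 0 under normexp, 0 with 24 h as the only period, 0 in the cosine fit and 2 without 06:00 set 2. It was 0 or 1 with a replicate left out. Over all probes both lists stayed at 0 under all 17 alternatives and 3 replicates left out. The overlap with the list from constant darkness (1) was 0 under 75th percentile scaling.

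With a replicate block, 6 probes were rhythmic, the F called 6726, dark against light 915 (626 higher, 289 lower) and 06:00 set 2 against set 1 73 probes, and the clock and photoreception list alone 2. It moved no other count by over 1.5 times. Deviations of arrays with the same replicate number correlated over 0.1 in 34 of 36 pairs of time points (0.024 to 0.622, median 0.297). Most pairs thus share deviations by replicate number, but the rule that every pair must pass was not met, and the fits without the block were kept as designed. The tests of order and of the dark pair were repeated with the block, after the data were seen. As many rhythmic probes as in the real order were seen in 75 of 100 orders, as many at an unadjusted p under 0.05 (5192) in 72 of 100, and as many probes as for dark against light in 11 of 21 choices of 2 time points, so neither stood out with the block either.

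On signal over background, restricting the tests to probes well above background on all arrays left the rhythmic count at 1 and gave 2642 probes in the F and 326 in dark against light. The 06:00 comparison fell from 43 to 2 probes. This restriction drops by construction any probe at background in either 06:00 set, however bright it is in the other. M59149, M30963 and M86406 were such probes, so the fall cannot tell whether dim probes limit that comparison.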

Other observations

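The tests of the order of time points on the count of rhythmic probes, of chance splits and of the choice of 2 time points were set before the data were examined. The tests on the count at an unadjusted p, of slide and array brightness, of the difference from the study, and of the list from constant darkness at an unadjusted p were chosen after their results were seen.

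The time points differ, but in the umbrella test their order in time does not set the real data apart. For the F over 9 time points, 1 of 100 assignments of the arrays gave as many probes, the real one itself, and the 99 others gave 0 to 10, which excludes chance splits. Slide and array brightness were weighed as technical sources. With the slide in the model the F called 3902 probes and with array brightness 3836, so neither accounts for it alone. The rhythm tests read the order as well. As many rhythmic probes as in the real order were seen in 80 of 100 orders, with a median of 54 and up to 2822 in the others. At an unadjusted p under 0.05, as many probes were seen in 73 of 100 orders. Of 100 assignments of single arrays, 2 gave as many rhythmic probes, but the adjustment over probes itself keeps that number low, so it adds nothing to the adjusted p. At an unadjusted p, 4 of 100 assignments gave as many, and 1 of them reached 5071 probes, so chance splits are excluded there only narrowly. A candidate explanation is that pools of the same time point share differences that are not ordered along the day, and that a rank test with many shapes turns such differences into apparent rhythms under some orders. Differences between the animals of a time point, in handling or in RNA preparation remain open, and none was tested. Of responses with more than 1 rise and fall within 24 h, the umbrella test covered those that repeat evenly, at periods of 12, 15 or 18 h. Uneven responses locked to the time of day were not covered and stay open. The mean score on the first principal component had an uneven course, with 0.25 at ZT3, -0.14 at ZT6, 0.18 at ZT9 and -0.31 at ZT15. What stays open also is the role of replicate 3, since without it the F called 45 probes. Runs without a replicate number carried no replicate block, so differences between the remaining replicate numbers counted as spread within time points. With all arrays, the block raised the F from 3252 to 6726 probes. The fall to 45 therefore cannot be assigned to the arrays of replicate 3 themselves.

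Dark against light has the same limit. Chance splits of the arrays are excluded, since 1 of 100 assignments gave as many probes, the real one itself. Yet 10 of the 21 choices of 2 time points out of the 7 off 06:00, the dark pair included, gave at least 401 probes against the other 5. Counts over the 21 choices went from 10 to 3952. The dark pair was therefore not exceptional among them, and light was not set apart from other differences between time points. For the 06:00 sets, 4 of the 10 splits of the 6 arrays gave at least 43 probes, and with 10 splits chance cannot be excluded.

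The count of rhythmic probes here was 1. That is lower than the value quoted from the study above. The share of rhythmic probes with a 24 h period was 100%, on 1 probe. That is higher than the value quoted from the study above. The share of these that peaked from ZT12 to ZT18 was 100%, on the same probe. That is higher than the value quoted from the study above. Leaving out an adjustment raised the count: the best of 70 without adjustment gave 21076 probes, and ABH without adjustment over probes gave 2064. Another adjustment did not: ABH over the 70 tests with the adjustment over probes kept gave 0. Since RAIN itself was not run, these values cannot tell the cause. The flag alone did not raise the count in the umbrella test, since the deposited matrix with its own missing values also gave 1 rhythmic probe.

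The contigs listed as oscillating in constant darkness came from other arrays, so an overlap in LD would not come from the spread here. At an unadjusted p under 0.05 their share was 12.1%, inside the central 95% of the matched lists, and chance overlap is not excluded. The matched lists can hold other contigs oscillating in constant darkness, so this does not rule out a higher share among all of them. The share past the adjustment, 0.158%, was the comparison set before the data were examined. It lay above the central 95% of the matched lists (0% to 0%), with 98.59% of the lists below it. Only 1 probe was called in all, so this says no more than that this probe is on the list, and it decides nothing further.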
